A study of Mus musculus with 12 samples. Its data were reported in "Somatic cell fate maintenance in mouse fetal testes via autocrine/paracrine action of AMH and activin B" (2022).

How the data were processed

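Microarray values of 12 fetal mouse gonad samples at E12.5 were used, 4 per group: XY gonads carrying both genes intact (control XY), XY gonads without Amh and Inhbb (dKO XY) and XX gonads carrying both genes (control XX). Per the study's methods, gonads were separated from the mesonephros, RNA was amplified and hybridized to Affymetrix Clariom D mouse arrays, and RMA log2 intensities were compared with a one-way model. The study describes the samples of a genotype as biological replicates. Nothing in the labels says which animal a sample came from or how many gonads it held, so the p-values measure the spread between samples. The labels give no batch or hybridization date. The stage follows the sample labels, whereas the study's data statement assigns this series to E15.5 and another to E12.5. The study's methods give 4 samples per group for E12.5, the number found here.

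The deposited table holds log2 intensities of 72688 probe sets: 65956 transcript clusters, 1324 positive and 5222 negative control probe sets, 92 probe sets for ERCC spike-ins with 63 summaries of their mixes, 23 background probe sets and 8 hybridization spike-ins. Its values run from 2.79 to 19.9, and 10 of the 12 arrays reach the same highest value. Which background correction and summary gave these values is not stated with the table, and whether the study's own tests used them is not known. They were used as deposited, without a further normalization or filter. Of the transcript clusters, 31258 carry 1 gene symbol, 1492 carry several and 33206 carry none. For gene names, 1 cluster per symbol was used, that with the highest mean over the 12 arrays (30702 symbols). Correlations between arrays of a group were 0.974 to 0.992, and no pair of arrays was identical.

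All 12 arrays were fitted together with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 3 group means). Each pair of groups was compared by a contrast, with Benjamini-Hochberg adjustment over the 65956 clusters and a threshold of adjusted p under 0.05. A second count added a fold change of at least 2, the threshold that the study's methods give. Single values per array were compared by two-sided exact permutation tests over the 70 arrangements of 4 against 4 arrays, whose smallest p is 0.0286. Correlations across the 12 arrays used 1e+05 permutations. Plots were made with matplotlib 3.10.9 in Python 3.11.15.

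The comparisons, tests, gene lists, naming rule and most alternative settings were chosen before the data were examined. Of 25 gene lists, 24 were tested as sets with limma's camera at a preset inter-gene correlation of 0.01, again with the correlation estimated from the residuals, and with fry; p-values were adjusted over the lists of a comparison. The lists cover Sertoli, pre-granulosa, fetal Leydig, interstitial, coelomic epithelium, germ, male germ, endothelial, macrophage, erythroid, mesonephros, neural crest and muscle cells, meiotic entry, the cell cycle, AMH and activin, SMAD, WNT and hedgehog signalling, hypoxia, stress, ribosomal proteins and the X and Y chromosomes. The remaining list holds the 4 genes that the study singles out at E12.5 and was described gene by gene. Amh and Inhbb are in no list. Members were counted with adjustment over all clusters and adjusted over the list alone. The median of each list was also set beside those of 10000 random lists of symbols of similar brightness. These random lists do not carry the correlation among the genes of a list. The genes that the study lists as changed at E15.5, 98 higher and 55 lower clusters of which 54 were tested after leaving out the targeted genes, were taken as chosen by the study on other samples of the same genotypes. The list used is headed as E12.5 and was read as E15.5 because its counts, and the fold changes of Fst and Rspo1 in it, are those of the study's E15.5 values. Among the lower clusters 9 are Y-linked.

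Genes were named by a fixed rule: Amh and Inhbb, the 4 genes the study singles out at E12.5, genes it names at E15.5, the 10 symbols with the largest change in each direction among clusters with 1 symbol and an adjusted p under 0.05, and up to 4 members of each list with the largest change. Predicted genes, clone names, microRNAs, other small RNAs and pseudogenes were left out of the naming. The position of dKO XY between the control groups was scored on autosomal clusters chosen with control XX gonads against all XY gonads pooled (adjusted p under 0.05 and 2-fold), which treats the XY groups alike but favours clusters on which they agree. Signal contrast, the mean of the positive minus the mean of the negative control probe sets of an array, was chosen as a measure after the data were examined, as were its use as a covariate and the fits without the 2 dKO XY arrays of lowest contrast.

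The fit was tested on simulated data with 67, 67 and 66 of 65956 clusters changed by log2 0.5, 1 and 2, built on the spread of these arrays. For dKO XY against control XY it called 10.4%, 56.7% and 92.4% of these changes, and 5 of 65756 unchanged clusters. For control XX against control XY the shares were 11.9%, 58.2% and 92.4% with 7 unchanged clusters called, and for dKO XY against control XX 4.48%, 50.7% and 92.4% with 2. The simulated values varied independently from cluster to cluster. In the real arrays clusters shifted together, with 52.6% of the variance on 1 principal component. The calls of unchanged clusters therefore do not give the rate of false calls in the real arrays.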

Results

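Fetal mouse gonads at E12.5 were compared in 3 groups of 4 arrays each: control XY testes, XY testes lacking both Amh and Inhbb (dKO XY) and control XX ovaries. Amh, which encodes anti-Müllerian hormone, lay between 10.56 and 13.38 (log2 intensity) in the 4 control XY arrays, between 5.59 and 5.90 in the 4 dKO XY arrays and between 5.14 and 5.52 in the 4 control XX arrays. It fell by 5.92 ± 0.43 (log2 fold change ± SE, n = 4 per group) in dKO XY gonads (adjusted p = 0.000372), to a level that differed from control XX gonads by 0.39 (adjusted p = 0.723). Inhbb, which encodes the βB subunit of activin B, lay between 7.10 and 8.02 in control XY arrays, between 6.69 and 6.99 in dKO XY arrays and between 6.49 and 6.97 in control XX arrays. All 4 dKO XY arrays were below all 4 control XY arrays for both genes. The Inhbb difference of −0.59 ± 0.18 passed the test (adjusted p = 0.035). It did not pass when control XY 2, control XY 3, dKO XY 1, dKO XY 3 or dKO XY 4 was left out (adjusted p = 0.0567, 0.0925, 0.0917, 0.0881 and 0.0553), or after quantile normalization (adjusted p = 0.0557). Inhbb was also low in control XX gonads, where its difference from control XY gonads was −0.75 ± 0.18 (adjusted p = 0.0532).

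The control ovary and the control testis differed in the genes that mark their supporting cells. Sox9, the transcription factor that directs Sertoli cell differentiation, fell from 10.35 ± 0.31 (mean ± SD, n = 4) in control XY gonads to 7.28 ± 0.34 in control XX gonads (adjusted p = 3.27e-05). Fgf9, a growth factor that sustains Sox9, was lower by 1.27 ± 0.15 (adjusted p = 0.000619). Fst, which encodes the activin antagonist follistatin, was higher by 4.96 ± 0.35 in control XX gonads (adjusted p = 2.4e-05), and Wnt4, a signal of the ovarian programme, by 0.97 ± 0.15 (adjusted p = 0.00438). Rspo1, another WNT activator of the ovary, was higher by 0.71 ± 0.15 (adjusted p = 0.0337). This call was lost when any of control XY 2, 3 and 4, dKO XY 1 and 4 or control XX 2, 3 and 4 was left out (adjusted p = 0.0509 to 0.122, highest without control XY 3). The largest decreases among named genes were those of Cst9 (log2 fold change −10.60), Defb19 (−8.14), Amh (−6.31), Hsd17b3 (−4.82), Aldh1a1 (−3.99) and Gstm1 (−3.93). The largest increases were those of Xist (8.17), the RNA that silences an X chromosome, Fst, Phlda2 (4.66), Sulf1 (2.47), Egfl6 (2.35) and Adamts19 (2.27). Each of these 12 genes kept its call whichever array was left out.

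Of the 25 measured Sertoli cell genes, 18 fell in control XX gonads and none rose (median log2 fold change −1.26), among them Ptgds, a prostaglandin D synthase (−3.89), and Dhh, the hedgehog ligand of Sertoli cells (−1.19). Adjusted over the list alone, 23 fell. The list was lower as a set with the preset correlation (adjusted p = 2.28e-37), and on the deposited values it was the 1 list that held with an estimated correlation (adjusted p = 0.0135). After quantile normalization 4 lists did so: Sertoli cell (adjusted p = 0.00968), pre-granulosa cell (0.0292), X-inactivation and escape (0.0306) and Y-linked genes (0.0421). Of the 19 pre-granulosa cell genes, 13 rose and none fell (median 0.97, 16 adjusted over the list alone), with Fst, Wnt4, Runx1 (0.97) and Irx3 (0.86) among them. That list rose with the preset correlation (adjusted p = 2.62e-14, and adjusted p = 0.0503 with an estimated correlation). Of 17 meiotic entry genes, 4 rose, among them Rec8 (1.06), a meiotic cohesin, and 9 did so adjusted over the list alone (median 0.54, adjusted p = 8.7e-06, adjusted p = 0.106 with an estimated correlation). Stra8, the inducer of meiosis, was at 6.22 ± 0.39 in control XX and 5.58 ± 0.09 in control XY gonads (adjusted p = 0.0801).

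Genes of the testis interstitium and of steroid synthesis were lower in control XX gonads as well. Of 16 interstitial progenitor genes, 7 fell (10 adjusted over the list alone, median −0.84), including Tcf21, a transcription factor of interstitial progenitors (−3.09 ± 0.43). Of 13 fetal Leydig cell and steroidogenesis genes, 3 fell and 1 rose (9 and 2 adjusted over the list alone, median −0.64), including Hsd11b2 (−3.05). These lists fell with the preset correlation (adjusted p = 1.74e-12 and 2.77e-07) but both had an adjusted p = 0.0754 with an estimated correlation. Of 9 hedgehog induced genes, Ptch1 (−3.01), Hhip (−2.63) and Gli1 (−0.93) fell. For that list the median of 0.04 and the mean of −0.65 differed in sign, and the median was −0.13 after quantile normalization. Its test pointed down (3 lower and 1 higher adjusted over the list alone, adjusted p = 0.00662, adjusted p = 0.109 with an estimated correlation).

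Among 21 cell cycle genes, 8 were lower in control XX gonads (19 adjusted over the list alone, median −1.01, adjusted p = 8.85e-20, adjusted p = 0.0915 with an estimated correlation), such as Cenpe, a kinetochore motor (−1.66), and Cdk1 (−1.26). Endothelial genes had a median of −0.30 with 3 of 19 lower (10 adjusted over the list alone, adjusted p = 3.87e-10, adjusted p = 0.0842 with an estimated correlation). AMH and activin pathway genes had a median of −0.26 with 3 of 26 lower and 1 higher (7 and 1 adjusted over the list alone, adjusted p = 1.54e-08, adjusted p = 0.0714 with an estimated correlation). WNT and beta-catenin induced genes rose with the preset correlation (5 higher and 1 lower of 14, 6 and 1 adjusted over the list alone, median 0.25, adjusted p = 0.02, adjusted p = 0.0915 with an estimated correlation). Without control XY 1 that call was lost (adjusted p = 0.0773). Of 8 Y-linked genes 3 were lower (5 adjusted over the list alone, median −0.98, adjusted p = 1.8e-07, adjusted p = 0.0714 with an estimated correlation): Eif2s3y (−3.15), Kdm5d (−2.69) and Uty (−2.04). X-inactivation and escape genes (2 of 9 higher, 2 adjusted over the list alone, median 0.14) had an adjusted p = 0.0296 with the preset and an adjusted p = 0.262 with an estimated correlation. They lost the preset call without control XY 1 (adjusted p = 0.139) or control XX 4 (adjusted p = 0.197). Macrophage and immune genes had none of 15 members past the test over all genes and 1 adjusted over the list alone (adjusted p = 0.0108, adjusted p = 0.109 with an estimated correlation). Some of these medians were smaller after quantile normalization or with signal contrast, described below, as a covariate. They were −0.74 and −0.50 for cell cycle, −0.30 and −0.20 for endothelial, −0.23 and −0.15 for AMH and activin pathway, 0.09 and 0.14 for WNT and beta-catenin induced and 0.10 and 0.13 for macrophage genes. For X-inactivation and escape genes they were larger (0.29 and 0.58).

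In all, 1284 of 65956 transcript clusters differed between control XX and control XY gonads, 401 higher and 883 lower in control XX, and 649 of these by at least 2-fold. These numbers rest in part on single arrays. Without control XY 2, 3 or 4 the count was 682, 569 or 807, and without control XX 1, 2 or 3 it was 778, 717 or 622. The median of all clusters was 0.12 higher in control XX than in control XY gonads.

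**Figure D1:**
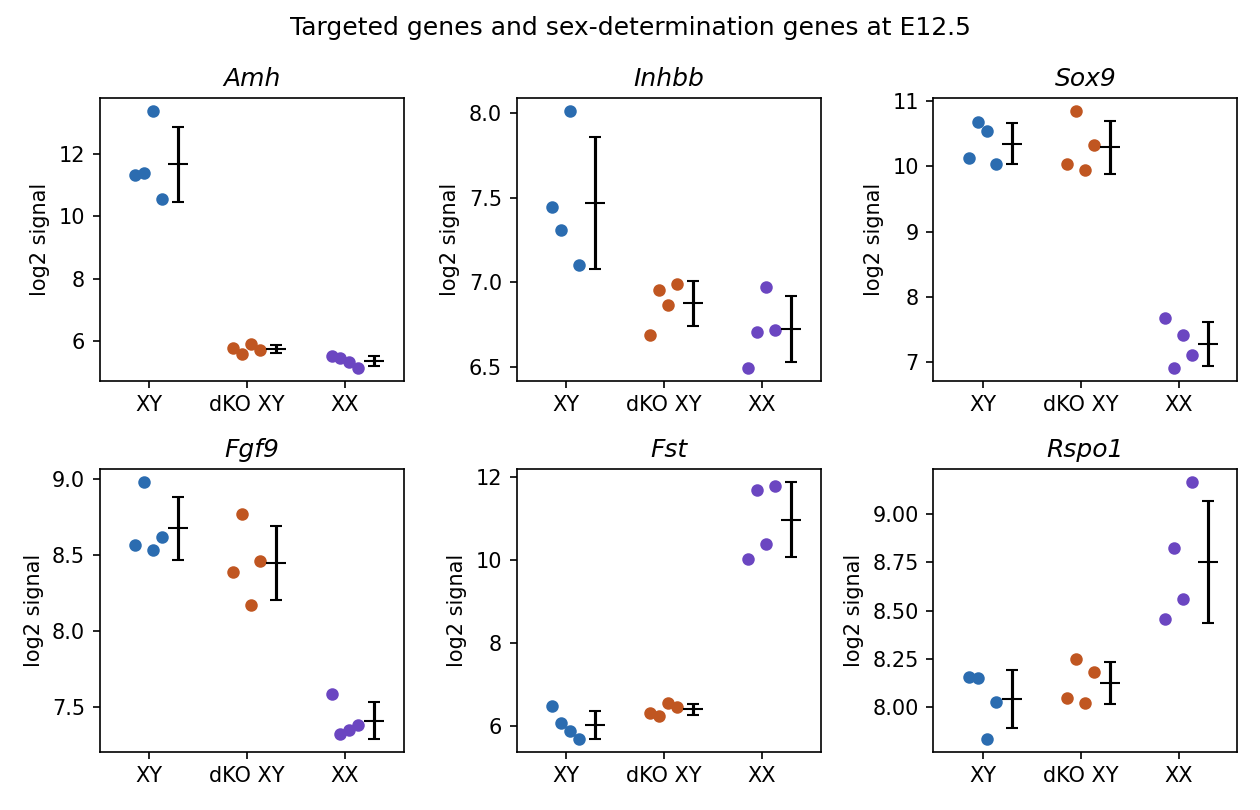
Log2 intensity of Amh, Inhbb, Sox9, Fgf9, Fst and Rspo1 in each array (dots) with the mean and SD of each group (n = 4). Amh in dKO XY gonads sits at the level of control XX gonads, while Sox9 in dKO XY gonads (mean 10.29) sits at the level of control XY gonads (mean 10.35) and Fst (6.39) far below control XX gonads (10.98).

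Sox9, Fgf9, Fst and Rspo1 lay near control XY levels in dKO XY gonads, while several other genes that separate testis from ovary did not. Sox9 was at 10.29 ± 0.41 (mean ± SD, n = 4) in dKO XY against 10.35 ± 0.31 in control XY gonads, a difference of −0.06 (95% confidence interval −0.55 to 0.44, adjusted p = 0.859). After quantile normalization it was 0.51 (adjusted p = 0.0937). Fgf9 differed by −0.23 (−0.54 to 0.09, adjusted p = 0.224), and by 0.09 after quantile normalization. Fst differed by 0.37 (−0.38 to 1.13, adjusted p = 0.4) and Rspo1 by 0.08 (−0.25 to 0.41, adjusted p = 0.674). For these 4 genes the intervals exclude differences as large as those measured between control XX and control XY gonads. Between dKO XY and control XX gonads, Sox9 differed by 3.02 ± 0.23 (adjusted p = 0.000152) and Fst by −4.59 ± 0.35 (adjusted p = 0.000152), both in every fit that left out 1 array. Fgf9 differed by 1.04 ± 0.15 (adjusted p = 0.0117, but 0.0618 without control XX 2 and 0.0558 without dKO XY 4) and Wnt4 by −1.04 ± 0.15 (adjusted p = 0.012, but 0.0614 without control XX 2). The Rspo1 difference of −0.62 ± 0.15 did not pass (adjusted p = 0.195). Of the 6 genes named above with the largest decreases from testis to ovary, Amh in dKO XY gonads was at the level of control XX gonads and 3 lay about midway or nearer to it. These were Defb19 (16.78 in control XY, 12.66 in dKO XY and 8.65 in control XX gonads), Hsd17b3 (11.92, 8.80 and 7.11) and Aldh1a1 (13.73, 11.14 and 9.74). Cst9 (17.21, 15.34 and 6.61) and Gstm1 (17.62, 17.10 and 13.68) were nearer to control XY gonads. So were the genes named with the largest increases: Sulf1 (10.33, 10.33 and 12.80), Egfl6 (7.04, 7.09 and 9.39), Adamts19 (6.54, 6.92 and 8.81), Phlda2 (6.13, 7.45 and 10.80), Fst and Xist.

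The arrays of the groups also differed in signal contrast, the mean of the positive control probe sets minus that of the negative control probe sets. It was 4.07 ± 0.317 (mean ± SD, n = 4) in control XY, 3.11 ± 0.585 in dKO XY and 3.41 ± 0.228 in control XX arrays, and dKO XY 3 (2.48) and dKO XY 1 (2.83) were lowest. Control XX arrays were below control XY arrays (two-sided exact permutation p = 0.0286, the smallest that 4 against 4 arrays allow). The difference between dKO XY and control XY arrays had an exact permutation p = 0.0571. Spike-in probe sets without a mouse target (ERCC) averaged 5.80 ± 0.197 in dKO XY and 5.42 ± 0.0829 in control XY arrays (exact permutation p = 0.0286). Across the 12 arrays the first principal component, 52.6% of the variance, followed signal contrast (Pearson r = 0.933, permutation p = 2e-05; Spearman rho = 0.916, permutation p = 1e-04). It did so without the 2 arrays farthest from the median contrast (r = 0.854) and for deviations from the group means (r = 0.843). This was the 1 relation of its kind that was computed.

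**Figure D2:**
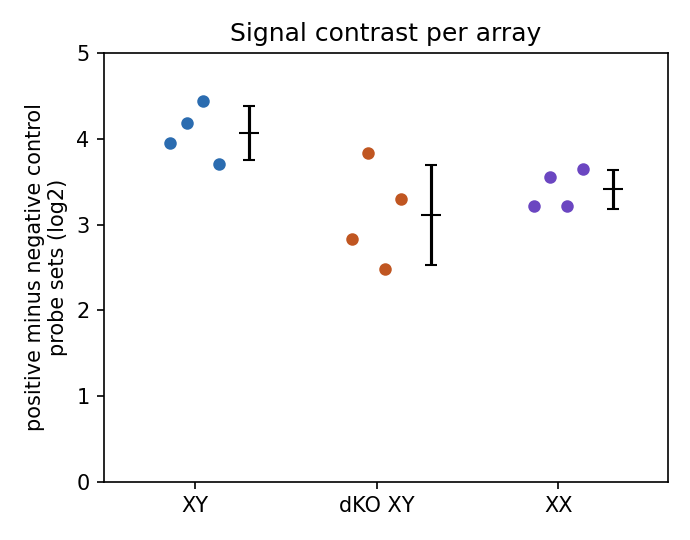
Signal contrast of each array (dots; mean and SD per group, n = 4). The dKO XY arrays reach from 2.48 to 3.83 and the control XY arrays from 3.70 to 4.44.

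Several genes that are high in the control testis were lower in dKO XY gonads. Hsd17b3, the enzyme that makes testosterone from androstenedione, fell by 3.12 ± 0.31 (log2 fold change ± SE, n = 4 per group, adjusted p = 0.00263), from 11.92 to 8.80, with control XX gonads at 7.11. Ptgds fell by 2.62 ± 0.30 (adjusted p = 0.00635), and the chemokine gene Ccl17 by 2.24 ± 0.25 (adjusted p = 0.00589). The defensin gene Defb19 fell by 4.12 ± 0.51 (adjusted p = 0.00711) and Igfbp7, which encodes an insulin-like growth factor binding protein, by 3.22 ± 0.35 (adjusted p = 0.00415). Hhip, a hedgehog target, fell by 2.14 ± 0.29 (adjusted p = 0.00862), and Wnt5a by 1.64 ± 0.22 (adjusted p = 0.00862). Cd24a fell by 2.75 ± 0.33 (adjusted p = 0.00635) and the matrix metalloproteinase gene Mmp2 by 2.72 ± 0.39 (adjusted p = 0.0105). These 9 genes passed the test whichever array was left out and after quantile normalization. With signal contrast as a covariate no cluster passed, and their differences there were between −1.05 (Wnt5a) and −2.75 (Hsd17b3).

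**Figure D3:**
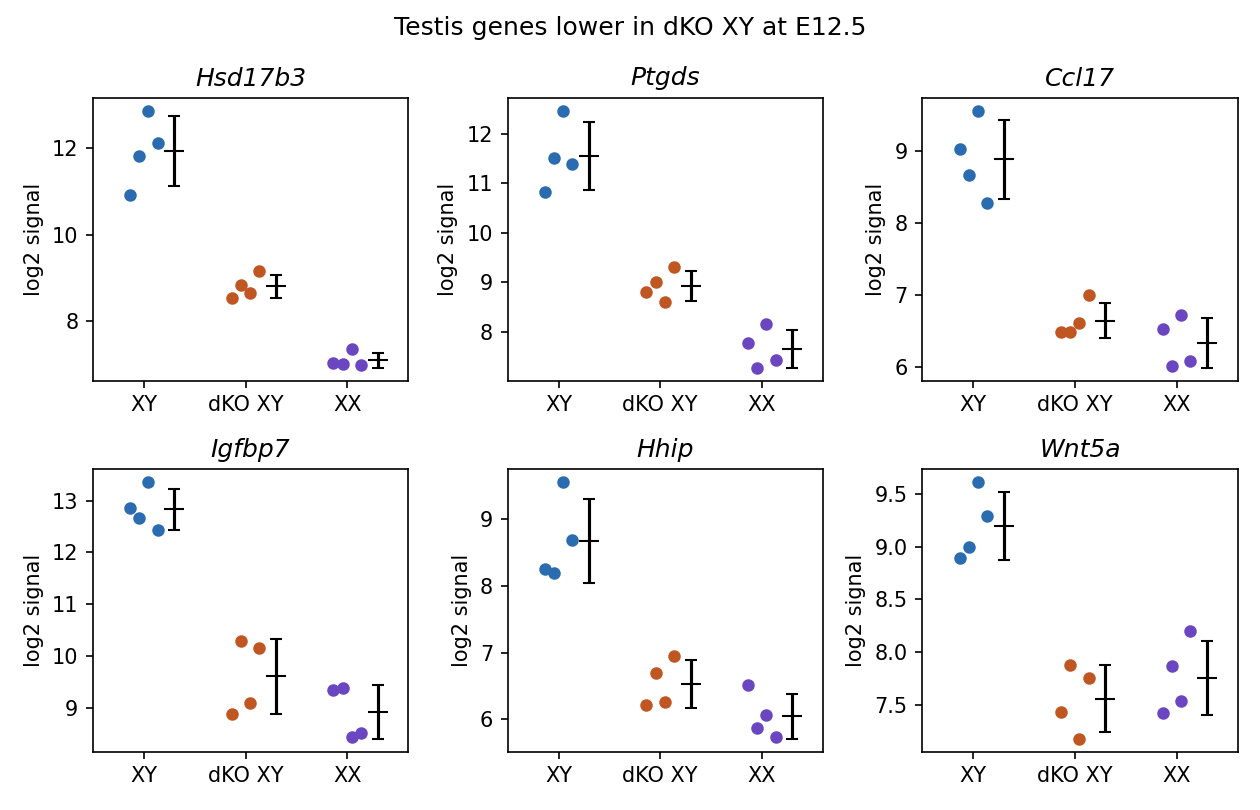
Log2 intensity of Hsd17b3, Ptgds, Ccl17, Igfbp7, Hhip and Wnt5a in each array (dots) with the mean and SD of each group (n = 4). Each gene was lower in dKO XY than in control XY gonads, for example Igfbp7 with 9.61 against 12.83.

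By gene group, the falls in dKO XY gonads covered Sertoli cells, the interstitium, steroid synthesis and proliferation, in arrays whose signal contrast was lower by 0.957 on average. Of 16 interstitial progenitor genes 12 fell and none rose (12 adjusted over the list alone, median −1.03, and −0.80 with 5 lower after quantile normalization), among them Tcf21 (−2.58), Acta2, smooth muscle actin (−2.27), and Wnt5a. The list was lower as a set (adjusted p = 1.72e-09, adjusted p = 0.195 with an estimated correlation). Of 25 Sertoli cell genes 13 fell and 2 rose (14 and 2 adjusted over the list alone, median −0.45, and −0.30 with 8 lower after quantile normalization). Hsd17b3, Ptgds, Ccl17 and Cst9 (−1.87) fell, while Fshr (0.55) and Serpina5 (0.52) rose in this fit and had an adjusted p = 0.102 and 0.187 after quantile normalization (list adjusted p = 5.28e-09, adjusted p = 0.195 with an estimated correlation). Of 13 fetal Leydig cell and steroidogenesis genes 6 fell (8 lower and 1 higher adjusted over the list alone, median −0.69, and −0.68 with 3 lower after quantile normalization), among them the steroid enzyme genes Cyp17a1 (−2.39), Hsd3b1 (−1.95) and Hsd11b2 (−1.70). The list fell with the preset correlation (adjusted p = 2.82e-05, adjusted p = 0.195 with an estimated correlation). The calls of Tcf21, Hsd3b1, Hsd11b2 and Cst9 were lost without control XY 3 (adjusted p = 0.0625, 0.0717, 0.07 and 0.0728), dKO XY 1 or dKO XY 3. That of Acta2 was lost without dKO XY 1 (adjusted p = 0.0654) or 3, and that of Cyp17a1 without dKO XY 3 (adjusted p = 0.0682), dKO XY 1 or control XY 3 or 4. Cst9 also lost it without control XY 2, and Fshr and Serpina5 lost theirs without 5 and 6 of the arrays (adjusted p = 0.0842 and 0.103 at most). Fshr and Serpina5 were dim, at 5.89 or less in all control XY arrays.

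Targets and components of AMH, activin and BMP signalling were lower in dKO XY gonads too, with the same difference in signal contrast. Of 17 SMAD-induced genes 7 fell and 1 rose (9 and 1 adjusted over the list alone, median −0.32, and −0.25 with 5 lower after quantile normalization; adjusted p = 0.000136, adjusted p = 0.195 with an estimated correlation). Id2 (−2.17 ± 0.34) and Id1 (−1.52 ± 0.27), inhibitors of differentiation that BMP signals induce, and Skil (−1.34 ± 0.22) fell, and each also passed after quantile normalization (adjusted p = 0.0351, 0.041 and 0.0321). Id2, Id1 and Skil lost their calls without dKO XY 1 or control XY 3 (adjusted p at most 0.059, 0.0675 and 0.0608), and Id1 also without dKO XY 3. In control XX arrays, where Amh was low too, Id2 read 12.15 to 12.77, above all dKO XY arrays (9.36 to 11.51). Id1 read 8.39 to 9.15 there (7.27 to 8.42 in dKO XY arrays), whereas Skil (8.35 to 8.84) lay within the range of dKO XY arrays (8.01 to 9.01). Of 26 AMH and activin pathway genes 10 fell (10 lower and 1 higher adjusted over the list alone, median −0.32, and −0.25 after quantile normalization with none past the test over all genes). The receptor gene Bmpr2 (−1.44) and Tgfb2 (−1.44) fell, and both lost their calls without control XY 3 (adjusted p = 0.0719 and 0.0728), dKO XY 1 or dKO XY 3. That list had an adjusted p = 5.02e-07, and an adjusted p = 0.195 with an estimated correlation. With signal contrast as a covariate the mean of the SMAD-induced genes differed by −0.12 (95% confidence interval −0.33 to 0.08; −0.45 without it) and that of the AMH and activin pathway genes by −0.14 (−0.26 to −0.02; −0.41 without it).

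Proliferation and vessel genes were lower as well, but little of this was left with signal contrast as a covariate. Their means then differed by −0.11 (95% confidence interval −0.43 to 0.22; −0.90 without it) for cell cycle and −0.11 (−0.33 to 0.12; −0.38 without it) for endothelial genes. Of 21 cell cycle genes 17 fell (21 adjusted over the list alone, median −0.88), such as Cenpe (−1.40) and Mki67 (−1.17). After quantile normalization the median was −0.42 and none passed (list adjusted p = 3.16e-12, adjusted p = 0.24 with an estimated correlation). Of 19 endothelial genes 8 fell (9 adjusted over the list alone, median −0.40, and −0.29 with 1 lower after quantile normalization), such as Cdh5, a junction protein of vessels (−1.35; list adjusted p = 2.26e-05, adjusted p = 0.24 with an estimated correlation). The calls of Cenpe, Mki67 and Cdh5 were lost without control XY 3 (adjusted p = 0.0724, 0.0748 and 0.0778), dKO XY 1 or dKO XY 3, that of Mki67 also without control XY 2 and that of Cdh5 without control XY 4. Other lists called lower were X-inactivation and escape genes (4 of 9, 5 adjusted over the list alone, median −0.52, adjusted p = 0.00144, adjusted p = 0.222 with an estimated correlation) and hypoxia genes (3 of 14 lower and 2 higher, 6 and 2 adjusted over the list alone, median −0.26, adjusted p = 0.00664, adjusted p = 0.375 with an estimated correlation). Hedgehog induced genes were called as well (2 of 9, median −0.17, adjusted p = 0.0229, adjusted p = 0.24 with an estimated correlation). Coelomic epithelium genes (none of 12, median −0.21, adjusted p = 0.0246, adjusted p = 0.397 with an estimated correlation) lost the call without control XY 2 (adjusted p = 0.0848), dKO XY 1 (0.056) or dKO XY 3 (0.0733). Ribosomal protein genes (none of 9, median −0.17, but 0.09 after quantile normalization, adjusted p = 0.0195, adjusted p = 0.504 with an estimated correlation) lost it without dKO XY 3 (adjusted p = 0.0733). With signal contrast as a covariate the means of these last 5 lists differed by −0.24 (hedgehog) to 0.14 (coelomic epithelium), each with an interval that holds 0. Medians as low were found in 32% (X-inactivation), 61% (hypoxia), 51% (hedgehog), 80% (coelomic epithelium) and 94% (ribosomal protein) of random lists of similar brightness. These 5 lists thus did not fall clearly more than equally bright genes. For cell cycle and endothelial genes the shares were 0.17% and 0.01%. Of the 12 lists called lower, 7 remained after quantile normalization and 0 with an estimated correlation, where camera gave adjusted p of 0.195 or more.

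**Figure D4:**
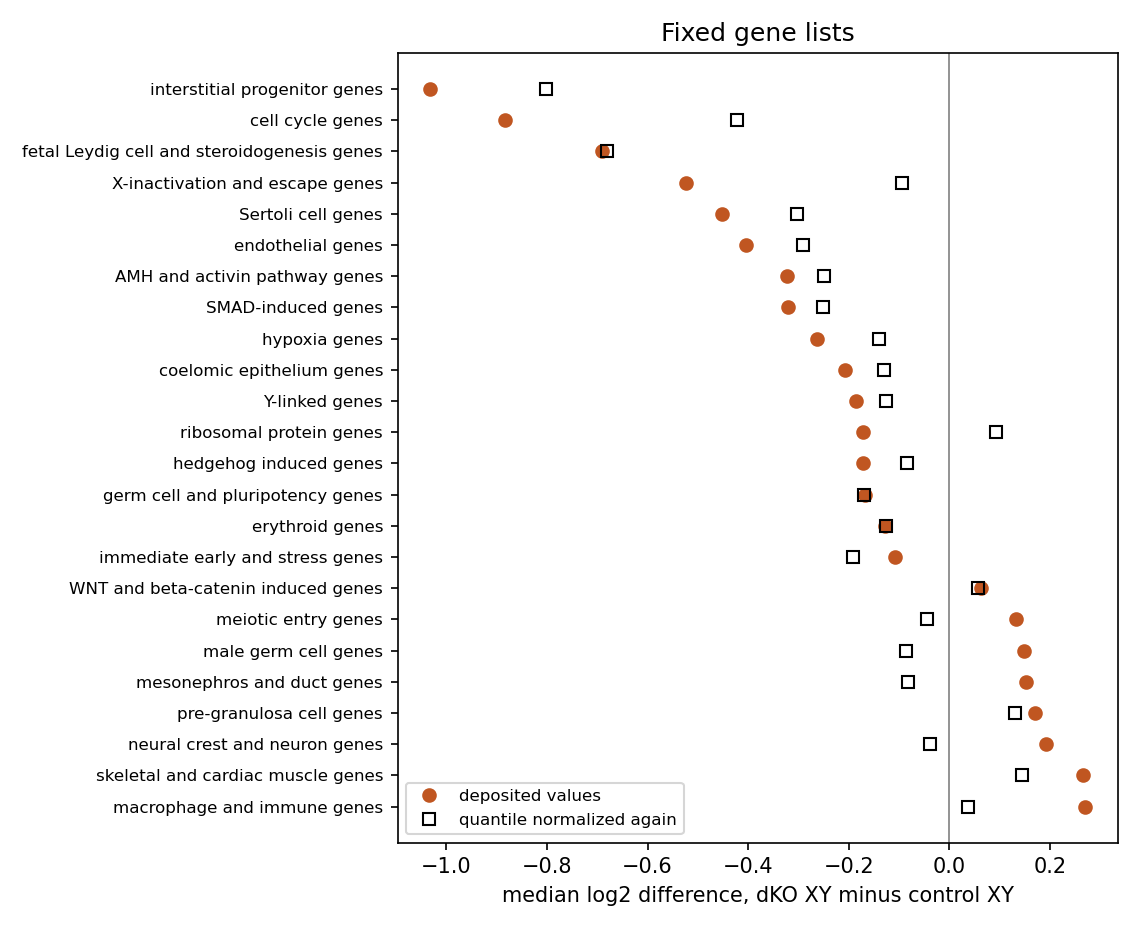
Median log2 fold change of dKO XY against control XY gonads for the 24 gene lists, on the deposited values (filled circles) and after quantile normalization (open squares). Interstitial progenitor genes (−1.03 and −0.80), cell cycle genes (−0.88 and −0.42) and fetal Leydig cell genes (−0.69 and −0.68) lie lowest on the deposited values; ribosomal protein genes (−0.17 and 0.09) change sign.

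Ovarian and germ cell genes were not called as groups by camera in dKO XY gonads, but pre-granulosa cell genes were higher by their mean. Of 19 pre-granulosa cell genes 3 rose and 1 fell (3 and 1 adjusted over the list alone, median 0.17, adjusted p = 0.474, and 0.0665 after quantile normalization). Their mean per array was higher in all 4 dKO XY arrays than in all 4 control XY arrays (exact permutation p = 0.0286, n = 4, also after quantile normalization). It differed by 0.21 (95% confidence interval −0.04 to 0.45), by 0.22 (−0.03 to 0.47) after quantile normalization and by 0.40 (0.06 to 0.74) with signal contrast as a covariate. Runx1, which is higher in pre-granulosa cells, rose by 0.63 ± 0.17 (adjusted p = 0.0272). The call was lost after quantile normalization (adjusted p = 0.132) and without control XY 2, 3 or 4 or dKO XY 1 or 3 (adjusted p = 0.0507 to 0.085, highest without control XY 3). Foxl2, the granulosa cell transcription factor, was at 4.95 ± 0.28 in dKO XY and 4.62 ± 0.11 in control XY gonads (adjusted p = 0.105). Meiotic entry genes (1 of 17 higher, median 0.13, and −0.04 after quantile normalization, adjusted p = 0.997) included Stra8 with a difference of 0.43 ± 0.17 (adjusted p = 0.0751). Germ cell and pluripotency genes had none of 18 past the test (median −0.17, adjusted p = 0.0607), and this list was called lower without control XY 1 (adjusted p = 0.00416), control XY 2 (0.021) or dKO XY 2 (0.0189). Lists that did not pass also included male germ cell genes (median 0.15, and −0.09 after quantile normalization, adjusted p = 0.7), WNT and beta-catenin induced genes (0.06, adjusted p = 0.81) and Y-linked genes (−0.19, adjusted p = 0.386).

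The genes with the largest rises in dKO XY gonads were Prol1 (2.30), Lce3f (1.96), Trgv5 (1.57), Sprr1b (1.51), Sry (1.499), Olfr1208 (1.48), Olfr354 (1.48), Olfr974 (1.42), Vmn1r212 (1.42) and Btbd35f14 (1.41), among them receptors of the olfactory and vomeronasal systems and genes of the skin barrier. The Sry probe set read 11.41 in control XX and 10.94 in control XY gonads, so it does not measure the Y-linked gene alone. The differences of these 10 genes with signal contrast as a covariate were between 0.15 (Olfr354) and 1.14 (Prol1). Each lost its call when control XY 3, dKO XY 1 or dKO XY 3 was left out (highest adjusted p between 0.0717 and 0.111 for the 10 genes).

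In total 17501 clusters differed between dKO XY and control XY gonads, 11036 higher and 6465 lower, and 2824 by at least 2-fold, 1106 higher and 1718 lower. The number depended on how the arrays were scaled and on single arrays. After quantile normalization 1810 clusters differed (835 higher and 975 lower, 1586 in the same direction as before). With signal contrast as a covariate limma called 0 (2949 at an unadjusted p under 0.05, fewer than the 1 in 20 that chance gives). In that fit Amh, a deleted gene, did not pass either, and the lowest adjusted p of any cluster was 0.176. The count of 0 therefore does not show that the groups were alike. Without the 2 dKO XY arrays of lowest contrast it called 4: Amh, Zar1 (−2.01), Sel1l3 (−1.57) and Stc1 (−1.45), all lower and the last 3 named after their values were seen. Leaving out control XY 2, 3 or 4 gave 3239, 110 or 3520 clusters, and leaving out dKO XY 1, 2, 3 or 4 gave 78, 28065, 197 or 7986. The median of all clusters was 0.17 higher in dKO XY gonads, and across 10 classes of brightness the median difference ran from 0.32 among dim clusters to −0.54 among the brightest.

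The study names genes that change in dKO XY gonads later, at E15.5, in other samples. Of the 98 clusters it lists as higher there, 17 were higher and 5 lower in dKO XY gonads at E12.5 (16 and 5 adjusted over the list alone). The list had a mean difference of 0.16 and a median of 0.21, near the shift of all clusters. Their mean per array was 7.29 in dKO XY and 7.13 in control XY gonads, higher in all 4 arrays (exact permutation p = 0.0286, n = 4), while against other genes the list did not pass on the deposited values (camera p = 0.332, and 0.649 with an estimated correlation). After quantile normalization (mean 0.13) it passed by camera (camera p = 0.036, but 0.461 with an estimated correlation, and exact permutation p = 0.0571), as it did among bright clusters (camera p = 0.0113) and with signal contrast as a covariate (camera p = 2.08e-06, and 2.17e-06 with both). The values among bright clusters and with the covariate used the preset correlation only. In control XX gonads the same list was higher by 0.54 (23 clusters higher and 1 lower, 46 and 1 adjusted over the list alone). Of 54 clusters listed as lower at E15.5, 12 were lower and 7 higher in dKO XY gonads (13 and 7 adjusted over the list alone), with a mean of −0.23 but a median of 0.06. Their mean per array was lower in dKO XY gonads (exact permutation p = 0.0286, n = 4), while the set test did not pass with all arrays (camera p = 0.0584, and 0.464 with an estimated correlation) but passed without control XY 1 or 4, dKO XY 1 or 3 or control XX 1 (camera p = 0.0237, 0.0432, 0.0348, 0.017 and 0.0487). After quantile normalization both the mean (−0.39) and the median (−0.21) of this list were negative, 9 clusters were lower and 0 higher by limma, and the set test passed (exact permutation p = 0.0286; camera p = 3.81e-05, and 0.0367 with an estimated correlation). In control XX gonads this list had a mean of −0.29 (0 higher and 7 lower by limma, 2 and 20 adjusted over the list alone).

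Of the testis genes that the study names as lower at E15.5, Ccl17 and Kazald1 were lower in dKO XY gonads at E12.5 (Kazald1 −1.70 ± 0.34, adjusted p = 0.0206, and 0.0654 without dKO XY 1 and 0.0621 without dKO XY 3). Fshr and Serpina5 went the opposite way (0.55 ± 0.15 and 0.52 ± 0.16, adjusted p = 0.0274 and 0.0372, but 0.102 and 0.187 after quantile normalization, and lost when single arrays were left out, as given above). Both were dim. Fshr read 5.58 to 5.89 in control XY and 6.01 to 6.47 in dKO XY arrays, and Serpina5 5.39 to 5.59 and 5.52 to 6.30. ERCC probe sets averaged 5.42 and 5.80 in these groups, so these rises cannot be told apart from a shift of background. Wnt4 differed by −0.07 ± 0.15 (adjusted p = 0.731), Dhh by −0.50 ± 0.20 (adjusted p = 0.0786) and Dmrt1, a transcription factor of the testis, by −0.13 ± 0.13 (adjusted p = 0.437).

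Set between the 2 control groups, dKO XY gonads lay at 20.8% or at 48.7% of the way from testis to ovary. These values differ in how the clusters were chosen and in which control XY arrays set the 0 of the scale. On a scale with the control XY mean at 0 and the control XX mean at 100%, built from 63 autosomal clusters higher and 51 lower in ovaries than in both XY groups pooled, the dKO XY arrays lay at 20.8 ± 7.77% (mean ± SD; 27.1, 15.9, 27.8 and 12.5%). They were above the 4 control XY arrays, whose SD was 6.92% (exact permutation p = 0.0286, n = 4). The ovary genes alone gave 7.79 ± 8.85% (exact permutation p = 0.114) and the testis genes alone 29.2 ± 16.04% (exact permutation p = 0.0286). Without control XY 3 the value was 17.4% (exact permutation p = 0.0571). Pooling favours clusters on which the 2 XY groups agree. When clusters were instead chosen with 2 control XY arrays against control XX and dKO XY was set against the other 2, the mean over the 6 choices was 48.7% (37.5 to 67.2%, no test). On the pooled clusters and on the testis genes alone, the 2 dKO XY arrays of lowest signal contrast had the highest values of their group. On the ovary genes alone dKO XY 3, of lowest contrast, was lowest (0.72%) and dKO XY 2 highest (20.7%).

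**Figure D5:**
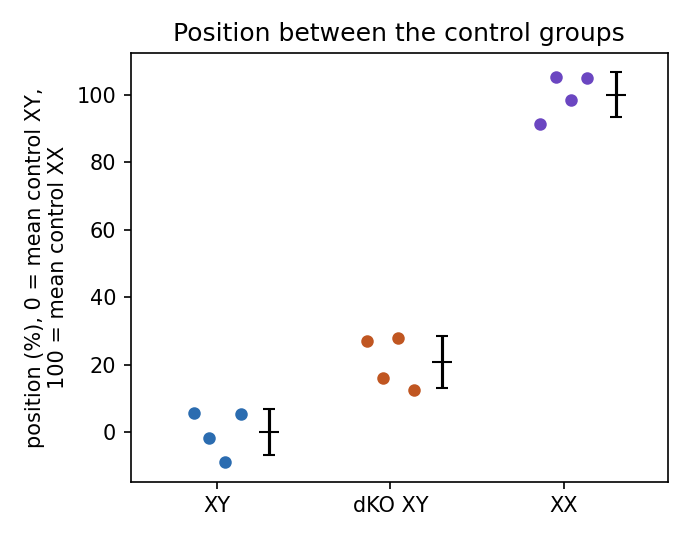
Position of each array (dots; mean and SD per group, n = 4) between the control XY mean (0) and the control XX mean (100%), on clusters chosen with the XY groups pooled. The dKO XY arrays lie between 12.5% and 27.8%.

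Against control XX gonads, supporting cell genes of dKO XY gonads differed in the direction of the testis. Cst9 was higher by 8.73 ± 0.41 (adjusted p = 1.05e-06), and Defb19 by 4.02 ± 0.51 (adjusted p = 0.00665). Gstm1, a glutathione transferase, was higher by 3.41 ± 0.30 (adjusted p = 0.000467) and Gstm2 by 2.42 ± 0.28 (adjusted p = 0.00387). These 4 passed whichever array was left out. Phlda2 (−3.35), Sulf1 (−2.47), Lrrn1 (−2.35), Egfl6 (−2.30) and Adamts19 (−1.89) were lower in dKO XY gonads, as was Xist (−8.44), while Eif2s3y (2.50), Kdm5d (2.08) and Uty (1.47) were higher, each in all these fits. Hsd17b3 was at 8.80 ± 0.27 in dKO XY and 7.11 ± 0.17 in control XX gonads (adjusted p = 0.0515). Sertoli cell genes were higher as a set (6 of 25 higher, 18 adjusted over the list alone, median 0.55), and pre-granulosa cell genes, including Fst and Wnt4, lower (7 of 19 lower, 12 lower and 1 higher adjusted over the list alone, median −0.62). Both passed with an estimated correlation (adjusted p = 0.0151 and 0.012). Meiotic entry genes were lower (3 of 17, 7 adjusted over the list alone, median −0.26, adjusted p = 0.0425 with an estimated correlation), among them Sycp3, a protein of the synaptonemal complex (−1.46 ± 0.25, adjusted p = 0.04). Sycp3 lost its call when any of 8 arrays was left out, with an adjusted p of 0.158 without control XX 2. Y-linked genes were higher (3 of 8, 6 adjusted over the list alone, median 1.03). X-inactivation and escape genes (2 of 9, 8 adjusted over the list alone, median −0.85) and WNT and beta-catenin induced genes (2 of 14, 6 lower and 1 higher adjusted over the list alone, median −0.24) were lower. These 3 lists passed with an estimated correlation (adjusted p = 0.0151, 0.0114 and 0.012). After quantile normalization the estimated correlation gave an adjusted p = 0.0699 for the meiotic and 0.212 for the WNT list.

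In all, 142 clusters differed between dKO XY and control XX gonads, 59 higher and 83 lower in dKO XY, and 108 by at least 2-fold. Without dKO XY 1, 3 or 4 the count was 70, 90 or 49, and without control XX 2 or 4 it was 36 or 68. Leydig cell genes (median 0.12), interstitial progenitor genes (median −0.19, mean 0.01) and cell cycle genes (median 0.02) did not differ as sets between dKO XY and control XX gonads (adjusted p = 0.809, 0.64 and 0.891). After quantile normalization cell cycle genes were higher in dKO XY gonads (median 0.29, adjusted p = 4.8e-05, adjusted p = 0.49 with an estimated correlation).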

Values the study reported

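At E15.5 the study gives 98 genes as upregulated in dKO XY compared with control XY gonads and counts 88 of them (90%) as enriched in the ovary. It gives 55 genes as downregulated at that stage, of which 48 (87%) are counted as enriched in the testis. Its threshold was a 2-fold change with a corrected p below 0.05. The groups held n = 4 samples at E12.5 and n = 5 at E15.5.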

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

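The tests against signal contrast, against mesonephric tissue and of the neighbouring genes after quantile normalization were chosen after the results were seen; those of other splits of the arrays and of the neighbouring genes on the deposited values were not.

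Most clusters that differed between dKO XY and control XY gonads were higher (11036 of 17501), though not at 2-fold (1106 of 2824) or after quantile normalization (835 of 1810), and they may in part follow the lower signal contrast of the dKO XY arrays. ERCC probe sets, which measure no mouse gene, were higher in dKO XY arrays by 0.37 (95% confidence interval 0.16 to 0.59), and mouse clusters of the same brightness by 0.25, which goes with contrast. The 5222 negative control probe sets enter the measure of contrast. They differed by 0.09 (−0.13 to 0.30) where clusters of their brightness differed by 0.18, an interval that holds both 0 and that shift. Their mean level (6.73) was above that of the ERCC probe sets (5.61), and whether they lack a mouse target is not given. For the lower clusters, the slope on contrast within groups predicts 64.3% of the median fall (56.7 to 87.1% with 1 array left out), which leaves open how much of it goes with contrast. For the 57 clusters that were lower in every fit with 1 array left out and after quantile normalization it predicts 22.9% (17.8 to 38.6%), but these were chosen for holding under such changes and do not stand for the rest. Of the 35 splits of the 8 arrays, only the real 1 gave as many as its 17501 clusters. That is the smallest share that 35 splits allow, and it argues against chance alone. A split of dKO XY 1, 3 and 4 with control XY 1 against the rest gave 14075, so a count of that order can arise in groups of mixed genotype. The split with the largest difference in signal contrast (dKO XY 1, 3 and 4 with control XY 4) gave 0 clusters, so the counts did not follow contrast alone. That split rests on control XY 4, which was low in contrast (3.70) but high on the first principal component (81.6). It therefore does not argue against an array effect that contrast measures poorly. A difference between the genotypes stays open beside contrast.

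Sertoli, interstitial and Leydig cell genes were lower in dKO XY gonads, and contrast could lower such bright genes. Their medians were −0.45, −1.03 and −0.69, where random lists of similar brightness had −0.17, −0.37 and −0.12 on average. At most 0.45% of the random lists had a median as low. That argues against brightness alone as the source of these falls, but not against another array effect. By camera with an estimated correlation the Sertoli, interstitial and Leydig lists each had an adjusted p = 0.195. With contrast as a covariate the Sertoli list score still differed by −0.50 (−0.90 to −0.10, and −0.73 without it). The interstitial score differed by −0.60 (−1.14 to −0.06, and −1.09 without it). Neither interval holds 0, but they were not adjusted over the lists. Contrast also followed the first principal component only in part. Control XY 4 had a lower contrast than control XY 1 (3.70 and 3.95) but lay higher on that component (81.6 and 20.4). The covariate can therefore leave part of an array effect, and the test does not decide whether contrast is the whole cause of either fall. For the Leydig score, −0.64 (−1.28 to 0.01; −0.86 without it), contrast cannot be told apart from genotype, since the interval holds 0. For more mesonephric tissue in the dKO XY samples, the mesonephros and duct score differed by −0.12 (−0.27 to 0.03) after quantile normalization and 0.03 (−0.08 to 0.13) before. That was far less than the interstitial fall, although fry called that list higher before quantile normalization (adjusted p = 0.00533). Some members, such as Pax8 (6.41 to 6.86 in dKO XY arrays) and Cdh16 (6.36 to 6.60), lay near the mean of the negative control probe sets (6.73). The score could therefore miss such tissue, and it does not decide this. That the loss of Amh and Inhbb lowered these genes may be a hypothesis for the Sertoli and interstitial lists, found and tested on the same arrays. Contrast stays open beside it.

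Sequence around the targeted loci could change neighbouring genes apart from the loss of Amh and Inhbb. Of 441 symbols within 10 Mb of either gene, 221 (50.1%, 45.3 to 54.9%) differed at an unadjusted p under 0.05, against 52.0% of 28234 elsewhere (Fisher exact p = 0.443), but with so many differences everywhere the bound set for that test, 104%, could not be missed and it decides nothing. After quantile normalization the share was 32.9% (28.5 to 37.5%) against 32.6% elsewhere (Fisher exact p = 0.918), below the bound of 48.9%, which argues against a wide effect of the flanking sequence.

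The splits also argue against chance for control XX against control XY, where 1 of 35, the real 1, gave as many as 1284 clusters and the highest other gave 1. For dKO XY against control XX the splits do not: 2 of 35 gave as many as the real 142, and dKO XY 1, 3 and 4 with control XX 3 gave 2521, several times the real count, which points to a structure of the samples. This concerns the count only. In that comparison Sertoli cell genes were higher and X-inactivation and escape genes lower by camera with an estimated correlation (adjusted p = 0.0151 and 0.0114). The groups differ in their X chromosomes by design, so the second value does not bear on chance. The first argues against chance for the Sertoli list, though camera ranks genes against other genes and does not test the splits.

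ERCC probe sets, outside the comparisons of genes, averaged 5.80 in dKO XY, 5.42 in control XY and 5.61 in control XX arrays. In 15 of 264 sets of 4 arrays of a group (5.68%, where chance gives about 1 in 20) 1 array lay far from the others by its gap over the range. Control XY 3 was high for Acta2 (12.004, the others 9.43 to 9.72), Aldh1a1 (14.89, 13.18 to 13.45), Defb19 (17.21, 16.63 to 16.66), Hsd3b1 (10.81, 9.13 to 9.35) and Igfbp3 (11.71, 10.75 to 10.90). Control XX 3 was low for Bmpr2 (10.06, 10.99 to 11.09) and Igfbp3 (8.23, 8.95 to 9.04) and high for Hsd17b3 (7.37, 6.99 to 7.04). Control XX 1 was low for Phlda2 (9.35, 11.16 to 11.44), and control XX 4 high for Runx1 (7.63, 6.85 to 6.95) and low for Sfrp4 (5.81, 6.12 to 6.16). The scan covered named genes, signal contrast and array medians only. Outside it, control XX 1 was also high for Dbh (8.51, 5.38 to 5.75) and Th (8.46, 6.31 to 6.64), so the scan does not clear an array. In dKO XY gonads, array 3 was high for Foxl2 (5.36, 4.80 to 4.83) and array 2 for Frem1 (7.998, 7.54 to 7.56). Control XY 2 was low for Bmpr2 (11.68, 11.80 to 11.82) and control XY 1 high for Stra8 (5.71, 5.52 to 5.54).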

How the results depend on the processing

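The settings with signal contrast and those without the 2 dKO XY arrays of lowest contrast were chosen after seeing the data; the cause of the changes given here was not tested except where fewer arrays or clusters were used. Amh kept its direction in all settings and its call in all but the contrast fits (−5.42, adjusted p = 0.176, and −5.11 on quantile-normalized values, adjusted p = 0.163), and its difference ran from −6.29 to −5.35 with 1 array left out. Inhbb ran from −0.72 to −0.41 with 1 array left out, and 5 of those fits lost its call. It was −0.59 with only the 2 groups fitted or without moderation, −0.65 after quantile normalization, −0.30 and −0.22 in the contrast fits and −0.50 without the 2 arrays. In none of these other settings did it pass the test. Leaving out 1 array in turn gave 569 to 1821 clusters (389 to 807 at 2-fold) for control XX against control XY, 78 to 28065 (62 to 5354) for dKO XY against control XY and 36 to 211 (33 to 154) for dKO XY against control XX.

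For control XX against control XY, the first residual component as a covariate gave 10970 clusters (1143 at 2-fold), array weights 6474 (1157), the model without moderation 787 (367), the contrast covariate 391 (286) and, with quantile normalization, 354 (238). For dKO XY against control XY the counts were 10849 with only the 2 groups, 30286 with the first residual component, 26920 with array weights, 6958 (1258) without moderation, 1810 (603) after quantile normalization, 4460 at 2-fold after median centring, 10568 among bright clusters, 1302 at 2-fold among clusters with 1 symbol, 0 in limma's contrast fits (0 at 2-fold; 2949 at an unadjusted p under 0.05 without quantile normalization) and 4 (4) without the 2 arrays. For dKO XY against control XX they were 43 (39) with only the 2 groups, 1854 (472) with the first residual component, 220 with array weights, 34 (23) without moderation, 235 after quantile normalization, 54 (45) after median centring, 235 with the contrast covariate, 293 with both, and 66 (61) without the 2 arrays.

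Of the gene lists called, 1 held for control XX against control XY and 0 for dKO XY against control XY with an estimated correlation (4 for the former with quantile normalization added); for the latter 7 held after quantile normalization, 5 in each contrast fit and 5 among bright clusters. The lists ranged from 11 to 14 and from 10 to 13 with 1 array left out. The E15.5 lists shifted as follows (camera p, with the preset correlation unless stated). The higher list shifted by 0.13 after quantile normalization (p = 0.036, but 0.461 with an estimated correlation and exact permutation p = 0.0571), −0.11 after median centring (0.535), 0.11 among bright clusters (0.0113), 0.24 and 0.26 in the contrast fits (2.08e-06 and 2.17e-06) and 0.16 by fry (0.0138), with 0.14 to 0.17 when 1 array was left out. The lower list shifted by −0.39 after quantile normalization, −0.87 among bright clusters, −0.49 after median centring, −0.33 with 1 cluster per symbol, −0.32 and −0.31 in the contrast fits and −0.29 without the 2 arrays, all past the test, with −0.27 to −0.18 when 1 array was left out. The position of dKO XY ran from 16.7 to 22.4% with 1 array left out and was 7.79% on ovary genes alone, 22.8% without the 2 arrays (2 against 4 arrays cannot pass: the smallest exact permutation p is 0.0667) and 48.7% (37.5 to 67.2%) when the clusters were chosen with 2 control XY arrays and scored against the other 2. Among named genes past the test, signs turned in dKO XY against control XY for Ier2 (0.0057) with the contrast covariate and, with quantile normalization added, for Olfr354 (−0.00418), Smad4 (0.0188), Mcm6 (0.0368), Kdr (0.00813), Slc2a1 (0.10), Ier2 (0.0738), Dnmt3l (−0.00961) and Pbdc1 (0.11). Of those not past it, Sox9 (0.51), Fgf9 (0.09) and Wnt4 (0.08), among others, turned positive after quantile normalization. The replicate number as a block gave 965, 15460 and 100 clusters and 12 lists in either comparison, but deviations of arrays of 1 number did not go together (correlations −0.406 to 0.369). Signal over background limits dim clusters, and 4 arrays per group limit the precision of every count.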

Other observations

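The genes described first here were chosen after their values were seen, and no list of guidance, growth factor or matrix genes was tested.

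A set of 69 clusters differed between dKO XY and control XY gonads in the fit of all arrays and in each of the 12 fits that left out 1 array, 12 higher and 57 lower, and 68 of them also after quantile normalization. Among the lower ones were Robo1 (−2.12 ± 0.29, log2 fold change ± SE, n = 4 per group, adjusted p = 0.00862) and Robo2 (−1.64 ± 0.23, adjusted p = 0.00989), receptors for SLIT proteins, Prokr2 (−2.02 ± 0.28, adjusted p = 0.0101), the receptor of prokineticins, Igfbp3 (−2.33 ± 0.32, adjusted p = 0.00885), an insulin-like growth factor binding protein, and Sfrp4 (−1.17 ± 0.15, adjusted p = 0.00862), a secreted WNT antagonist. Others that fell were Bgn, which encodes biglycan (−2.20 ± 0.26, adjusted p = 0.00635), Frem1 (−1.54 ± 0.14, adjusted p = 0.00114), Hmcn1 (−1.51 ± 0.15, adjusted p = 0.00263) and Adamts16 (−1.21 ± 0.15, adjusted p = 0.00635). Frem1 in dKO XY gonads (7.67) was at the level of control XX gonads (7.77), whereas Bgn (9.82) and Hmcn1 (7.14) were below it (10.36 and 7.69). Of the higher ones Rnase1 rose by 1.16 ± 0.15 (adjusted p = 0.00862), away from its level in control XX gonads, which at 6.98 lay below that of control XY gonads (7.35).

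Some lists that camera did not call were called by fry, which tests a list on its own and not against other genes. Between dKO XY and control XY gonads, macrophage and immune genes (2 of 15 higher, median 0.27, adjusted p = 0.265), mesonephros and duct genes (4 of 14 higher, median 0.15, and −0.08 after quantile normalization, adjusted p = 0.7), neural crest and neuron genes (none of 10, 0.19, and −0.04 after quantile normalization, adjusted p = 0.868), skeletal and cardiac muscle genes (1 of 9 higher, 0.27, adjusted p = 0.201), erythroid genes (1 of 8 lower, −0.13, adjusted p = 0.201) and immediate early and stress genes (2 of 14 lower and 1 higher, −0.11, adjusted p = 0.248) did not pass by camera. By fry the macrophage (adjusted p = 0.00642), mesonephros (0.00533) and muscle lists (0.0452) were higher, where the median of all clusters was 0.17 higher. Between control XX and control XY gonads the lists that did not pass by camera were coelomic epithelium (median 0.03, adjusted p = 0.811), erythroid (−0.06, 0.0999), germ cell and pluripotency (0.19, 0.284), hypoxia (−0.21, 0.117), stress (−0.04, 0.099), male germ cell (0.20, 0.988), mesonephros (0.14, and −0.00 after quantile normalization, 0.487), neural crest (0.19, 0.988), ribosomal protein (−0.06, and 0.22 after quantile normalization, 0.114), muscle (0.11, 0.487) and SMAD-induced genes (median −0.19 and mean 0.12, 0.0735). Mesonephros genes were higher there by fry (adjusted p = 0.00371). After quantile normalization camera called germ cell (adjusted p = 0.0236) and ribosomal protein genes (0.0236) higher and stress genes (0.019) lower, none of them with an estimated correlation (0.562, 0.246 and 0.246). Germ cell genes passed there without control XY 3 (adjusted p = 0.00115), hypoxia genes without control XX 4 (0.0421) and SMAD-induced genes without control XY 4 or control XX 4 (0.0468 and 0.0454).

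Between dKO XY and control XX gonads, germ cell and pluripotency genes (median −0.27, adjusted p = 2.42e-06, and 0.343 with an estimated correlation), SMAD-induced genes (−0.13, adjusted p = 3.55e-06, and 0.0667), coelomic epithelium genes (−0.19, adjusted p = 0.000735, and 0.254) and hypoxia genes (−0.08, adjusted p = 0.005, and 0.376) were lower with the preset correlation and not with an estimated one. By fry, of these 4 only the SMAD-induced list was called (adjusted p = 0.00611). After quantile normalization camera called the germ cell (adjusted p = 3.44e-05) and SMAD-induced lists (0.000267; with an estimated correlation 0.477 and 0.248) but not the other 2 (0.0667 and 0.161). The medians of the lists that did not pass there were 0.11 for endothelial, 0.06 for hedgehog induced, −0.08 for AMH and activin pathway, 0.02 for macrophage, 0.06 for mesonephros, 0.10 for male germ cell, 0.12 for muscle, 0.02 for stress, 0.03 for erythroid, −0.12 for neural crest and −0.11 for ribosomal protein genes. After quantile normalization they were negative for macrophage, mesonephros, male germ cell and stress genes and positive for ribosomal protein genes.

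At the threshold of 2-fold with an adjusted p under 0.05, 2824 clusters differed here between dKO XY and control XY gonads at E12.5, 603 after quantile normalization and 0 with signal contrast as a limma covariate (2949 at an unadjusted p under 0.05, fewer than chance gives). Without control XY 3, dKO XY 1 or dKO XY 3 the count was 82, 62 or 128. The study describes these profiles as not distinguishable at E12.5. The deposited values differ from that in each of these fits except the one with contrast. In the contrast fit Amh, a deleted gene, did not pass either, so that fit cannot show that the profiles were alike. Whether the study tested values processed in the same way is not given in the sources used here.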
